A study of Mus musculus with 26 samples.

How the data were processed

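Messenger RNA of mouse liver was sequenced in 26 samples that form 10 groups, and each group belongs to 1 of 5 comparisons. Per the labels' protocols, RNA was taken from flash-frozen whole liver or isolated hepatocytes with a column kit, and the libraries were made with a strand-specific TruSeq mRNA kit. The authors deposited 1 table of read counts per gene for all samples, with versioned Ensembl mouse gene identifiers. It held 47643 genes and 5 summary lines for reads that were not assigned to a gene. The values tested as whole numbers of at least 0, so they were treated as raw counts. The names of the summary lines are those of the htseq-count program, but no header or label states the aligner, the counter, the genome build, the annotation or the use of strand. No coordinates are given for that reason. Genes that overlap on opposite strands, and near-identical copies such as the Sult2a, Mup, Cyp3a and Rps3a families, are therefore uncertain as single genes, because the counting may have split or discarded their reads.

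Each count column was matched to its sample by the sample number that opens the title, and 0 per-sample columns were left unused. Gene symbols were taken from a mouse gene name table by identifier without its version, which matched 47224 of the 47643 identifiers (39106 matched with the version as well). Transcript length, GC content, gene neighbourhood and gene overlap came from the GENCODE M21 annotation, which may not be the annotation used for counting, and no coordinate was taken from it.

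Groups were taken from the sample titles. Each comparison used only its own control: TCPOBOP against corn oil, Fxr/Shp double knockout against wild type, partial hepatectomy against sham, high fat diet against chow, and cholic acid diet against chow. The 5 experiments differ in strain, age, feeding and tissue, so they were fitted separately. A further fit over the knockout and cholic acid experiments (12 libraries) tested the difference between their effects. Genes were filtered with edgeR's filterByExpr at its defaults (a count of at least 10 scaled to the library size, and a total of at least 15), scaled by TMM, and tested with edgeR's quasi-likelihood F test (edgeR 4.0.16, limma 3.58.1, R 4.3.3). A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. Values per gene are given as CPM, read counts scaled by TMM to a common library size, with the SD over replicates.

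Gene lists of 171 drug metabolism genes and 79 cell cycle genes, a panel of 17 receptors, transporters and target genes, a list of 25 markers of other liver cells, the designs and the alternatives were all fixed before the data were examined. List tests used camera with a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 10 tests. The list value is the median log2 fold change of its genes minus that of all genes tested. The genes named for each comparison are the 3 with the largest rise and the 3 with the largest fall that were called changed, had an average log2 CPM of at least 1, and had every treated library on the same side of every control library. Panel genes were added where they were called changed, together with the targets of each perturbation. Predicted genes with placeholder symbols were left out of the naming.

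Samples of the treated and control groups share replicate numbers in the titles, which come from the titles alone; same-numbered samples are different mice. Whether same-numbered libraries deviated together was checked by the correlation, over genes, of their deviations from the group means. The test was repeated with the replicate number as a block. A count of genes raised in both the knockout and cholic acid comparisons, and the list test on the difference between their effects, were chosen after seeing the data. Other alternatives were DESeq2's size factors, DESeq2's Wald test (DESeq2 1.42.0), no filter, a mean count of at least 10, all 26 libraries in a single fit, libraries thinned to the smallest, a minimum absolute log2 fold change of 1, camera with an estimated correlation, fry, and leaving out each replicate in turn.

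The procedure was tested on simulated counts drawn from the means and library sizes of these libraries. With 2 libraries per group, edgeR called 123 of 194 genes seeded with a log2 change of 1.5 (63.4%, among 12592 genes run) and 5 of 12248 unchanged genes. With 3 per group it called 189 of 195 seeded genes (96.9%, among 13277 genes run) and 19 of 12932 unchanged genes. For the difference between 2 effects, 166 of 200 seeded genes were called (83%, among 13418 genes run). The first simulation used the means and spread of the TCPOBOP comparison, and the others those of the knockout comparison alone. The biological coefficient of variation was 14.4% there, against 26.4% on cholic acid and 21.2% in the fit over 12 libraries. The simulated shares therefore do not give the power of the cholic acid comparison or of the difference.

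Gene counts per library ranged from 13949059 to 70367874. The smallest level that a library can show was taken as 3 counts, which is 0.0426 CPM in the deepest library and 0.215 CPM in the shallowest. Intervals for shares of reads are at 95% confidence (exact Clopper-Pearson for reads in overlapping genes, Wilson for reads aligned to several places). Their largest half-widths were 0.00656 and 0.0188 percentage points. These intervals and floors cover counting error only, since reads carry no molecular identifiers. Among the 22 pairs of libraries within a group, 0 pairs were identical. The chi-square per degree of freedom between 2 libraries of a group was at least 7.48, so no pair of replicates matched within sampling noise, and each library was counted as 1 replicate.

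The labels give indexes but no sequencing date or run. The first index of the labels is shared by all 4 libraries of the TCPOBOP experiment, differs between the sham and hepatectomy groups, and in the cholic acid experiment differs only for chow replicate 1. Each library of the knockout and high fat experiments has an index of its own. For the sham and hepatectomy libraries an index batch and the group cannot be told apart. Time after injection is given as 36 h in the titles and as 6 h in the source names of the TCPOBOP samples, and neither was used in a test.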

Results

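Gene expression was measured by RNA sequencing in the livers of mice under 5 conditions that the study's title groups around drug metabolism in cholestasis, the impaired flow of bile. TCPOBOP is an agonist of the mouse constitutive androstane receptor (CAR, gene Nr1i3), a nuclear receptor that induces drug-metabolising enzymes. It was given in the CAR experiment (2 libraries, against 2 of mice given corn oil, at 8 weeks of age). Mice lacking both the bile acid receptor Fxr (gene Nr1h4) and the repressor Shp (gene Nr0b2) were compared with wild-type mice at 12 weeks (3 libraries each). Livers of C3H/HeN mice at 48 h after partial hepatectomy were compared with sham-operated livers at 0 h (3 libraries each, 8 to 10 weeks). Hepatocytes isolated after a 10 h fast from mice on a 60% fat diet were compared with hepatocytes from chow-fed mice (2 libraries each, 16 weeks). Mice with floxed Fxr and Shp alleles were fed cholic acid, a primary bile acid, or chow and were fasted for 8 to 10 h (3 libraries each, 10 to 12 weeks). Mice other than those of the hepatectomy experiment are labelled C57BL/6J.

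Depth differed between the experiments. Reads counted to genes per library ranged from 16855948 to 17135685 in the corn oil group and from 16196563 to 17853180 in the TCPOBOP group. They ranged from 16614444 to 19725936 in wild type and from 19655218 to 22606249 in the knockout. Sham livers had 31480323 to 35481559 and hepatectomy livers 31291848 to 34599359. Chow hepatocytes had 58583685 to 66394311 and high fat hepatocytes 70026691 to 70367874. The floxed mice had 13949059 to 15932893 on chow and 18561979 to 19496566 on cholic acid. In all 26 libraries Xist had at most 8 counts and the Y-linked Ddx3y had at least 779 counts. The sexes of the mice are not given in the labels.

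The number of genes that changed differed widely between the comparisons (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The double knockout changed 5441 of 13473 genes, 2823 raised and 2618 lowered. Partial hepatectomy changed 4225 of 13753 genes (2256 raised, 1969 lowered). High fat diet changed 3333 of 13892 genes (1789 raised, 1544 lowered), and cholic acid 600 of 12577 genes (285 raised, 315 lowered). TCPOBOP changed 0 of 12785 genes, where 751 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.345. The biological coefficient of variation was 24.7% in the TCPOBOP comparison and 26.4% in the cholic acid comparison, against 14.4% in the knockout, 15.6% in the hepatectomy and 13.1% in the high fat comparison. Among the comparisons with called genes, the alternative that moved a count most as a ratio was a single fit over all 26 libraries, which called 3132 genes in the cholic acid comparison. In number of genes, a minimum absolute log2 fold change of 1 moved the knockout most, to 2078.

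**Figure D1:**
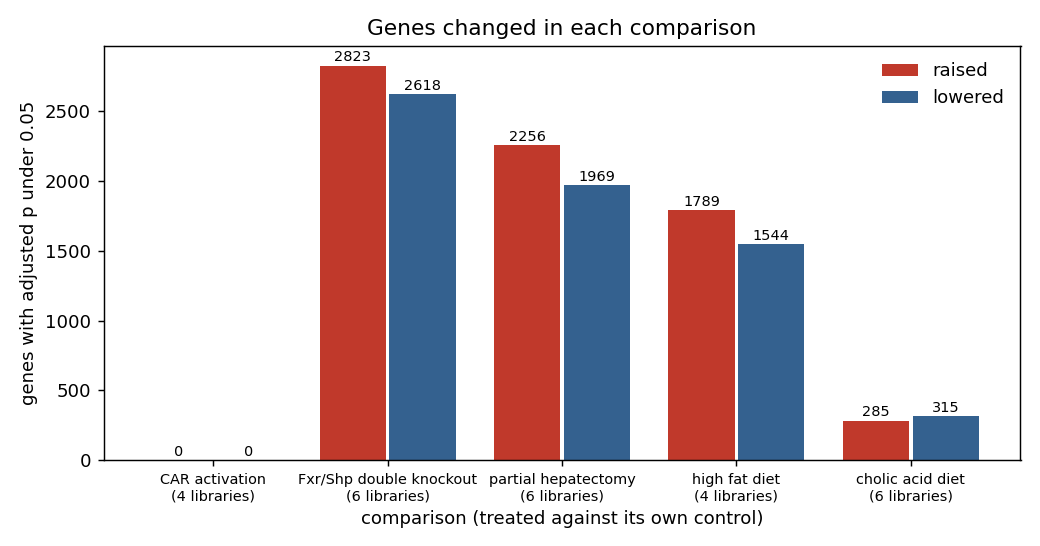
Number of genes with an adjusted p under 0.05 (vertical axis) in each comparison (horizontal axis), raised in red and lowered in blue, from the edgeR test of each experiment against its own control. The knockout has the tallest bars (2823 raised and 2618 lowered) and the TCPOBOP comparison has 0 genes.

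The TCPOBOP comparison asks which genes CAR activation changes in the liver. The standard CAR target Cyp2b10 (ENSMUSG00000030483.14) went against a label. It stood at 3786 CPM in the library labelled corn oil 1, 10.3 CPM in the library labelled corn oil 2, and 3465 and 3079 CPM in the TCPOBOP libraries. The group means were 3272 ± 273 CPM (SD, n = 2) with TCPOBOP and 1898 ± 2670 CPM (SD, n = 2) with corn oil. Cyp2c55 was likewise low only in the library labelled corn oil 2, at 1603 and 17.2 CPM in the libraries labelled corn oil 1 and 2 and 1616 and 1255 CPM with TCPOBOP. Gstm3 was higher in the library labelled corn oil 1 (7045 CPM) than with TCPOBOP (2230 and 1077 CPM), and was 84.1 CPM in the library labelled corn oil 2. The proliferation marker Mki67 stood at 26.9 CPM in the library labelled corn oil 1, against 1.72 CPM in the library labelled corn oil 2 and 14.3 and 13.1 CPM with TCPOBOP. The log2 fold change of Cyp2b10 was 0.79 ± 1.99 (SE; edgeR adjusted p 0.983). It became 8.31 without the library labelled corn oil 1 and -0.21 without the library labelled corn oil 2; with 1 control library left, these values have no test. The difference between the corn oil libraries exceeded the difference between treatments, so no direction is drawn from this comparison, and the sets of CAR-raised and CAR-lowered genes were empty. The cell cycle list had a value of 0.08 (79 genes; camera adjusted p 2.0e-05), which did not pass with an estimated inter-gene correlation (adjusted p 0.647). Same-numbered libraries of this comparison correlated at 0.104 in their deviations. With the replicate number as a block, 0 genes were called, the drug metabolism list had a value of 0.02 (camera adjusted p 0.325) and the cell cycle list a value of 0.74 (camera adjusted p 2.2e-09).

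CAR target genes could still be compared across the other experiments as single genes. The 6 in the panel are Cyp2b10, Cyp2c55, Cyp3a11, Gstm3, Ugt1a1 and Abcc4. Since the TCPOBOP comparison could not test them as CAR targets, their changes are not read as CAR activity. In the double knockout, all 6 were raised. Cyp2b10 rose from 50.7 ± 20.6 to 371 ± 73.6 CPM (SD, n = 3; log2 fold change 2.87 ± 0.31 SE, edgeR adjusted p 0.000195). Gstm3 rose from 55.5 ± 23.8 to 1002 ± 78.8 CPM (SD, n = 3; log2 fold change 4.18 ± 0.29 SE, edgeR adjusted p 1.93e-05). The other log2 fold changes were 3.80 for Cyp2c55, 4.79 for Abcc4, 0.84 for Ugt1a1 and 0.82 for Cyp3a11. On cholic acid, 5 of the 6 were raised past the threshold: Gstm3 rose from 73.0 ± 20.7 to 5441 ± 2165 CPM (SD, n = 3; log2 fold change 6.22 ± 0.43 SE, edgeR adjusted p 0.0019), and the log2 fold changes were 4.57 for Cyp2c55, 1.87 for Abcc4, 1.84 for Cyp3a11 and 1.21 for Ugt1a1. Abcc4 and Ugt1a1 did not pass with the replicate number as a block. Each also lost its call in 4 of 6 fits that left out 1 replicate. Cyp2b10 rose by a log2 of 2.65 ± 1.15 SE on cholic acid, which did not pass (edgeR adjusted p 0.214). Its CPM values were 24.8 ± 22.4 on chow and 156 ± 161 on cholic acid (SD, n = 3). On high fat diet, Cyp3a11 fell by 4.60 on the log2 scale, from 3314 ± 496 to 137 ± 12.3 CPM (SD, n = 2; edgeR adjusted p 0.000386), and Cyp2b10, Cyp2c55 and Gstm3 fell by 3.11, 2.06 and 0.83. After hepatectomy, Ugt1a1 fell by 0.71 on the log2 scale (edgeR adjusted p 0.00321) and the other 5 did not pass the threshold.

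**Figure D2:**
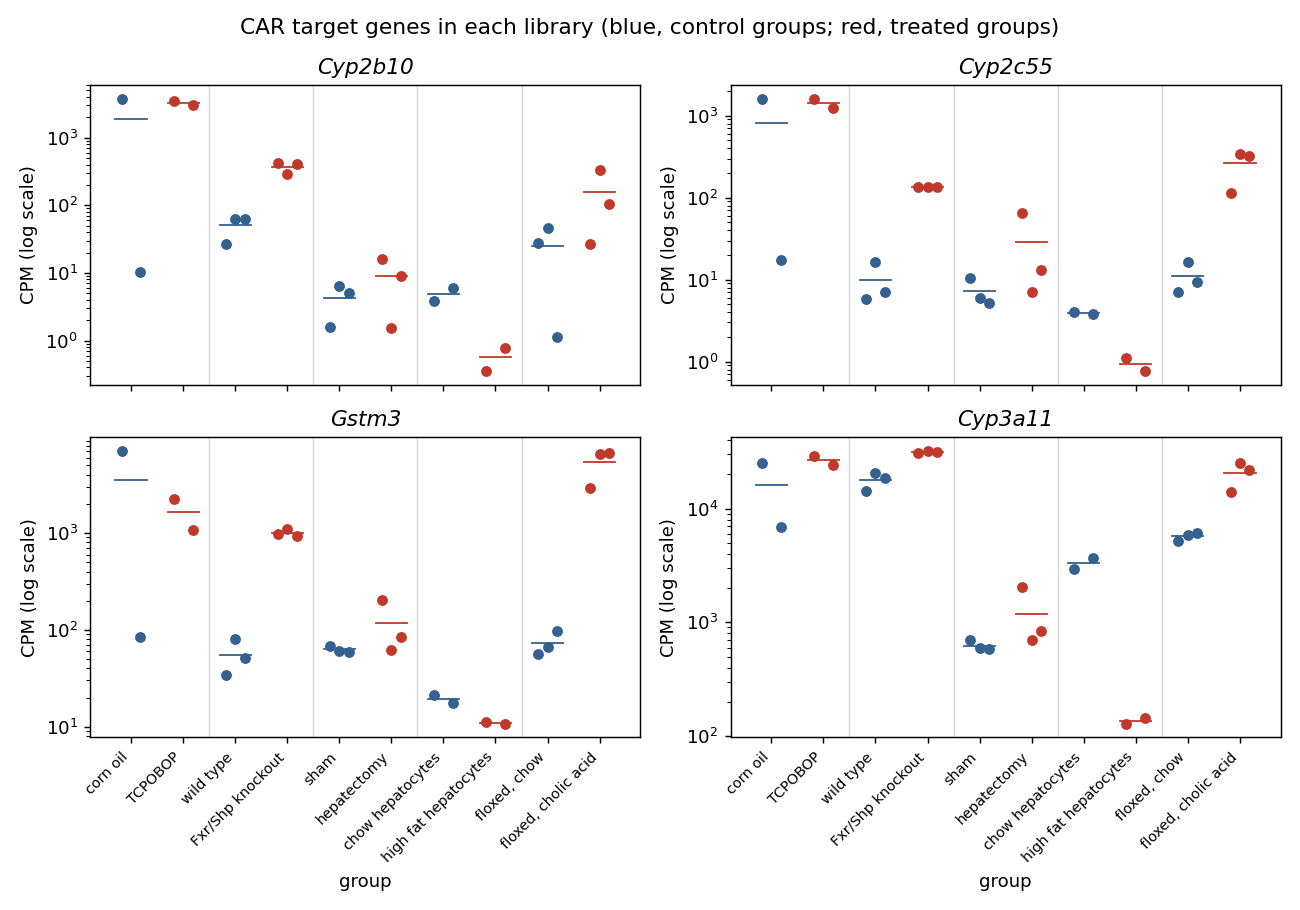
CPM of Cyp2b10, Cyp2c55, Gstm3 and Cyp3a11 (vertical axes, log scale) in each library of the 10 groups (horizontal axis); points are libraries, lines are group means, control groups are blue and treated groups red. The library labelled corn oil 1 sits with or above the TCPOBOP libraries for Cyp2b10 (3786 against 3465 and 3079 CPM), while the library labelled corn oil 2 is at 10.3 CPM.

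The list of drug metabolism genes asks whether that function as a whole shifted. In the double knockout its median log2 fold change exceeded that of all genes by 0.42 (151 genes; camera adjusted p 1.32e-09), with 77 genes raised and 40 lowered. Relative to the wild-type mean, the list score was 0.40 ± 0.04 in the knockout libraries (SD, n = 3), higher than every wild-type library. After hepatectomy the list fell by 0.33 (145 genes; camera adjusted p 1.57e-06), with 11 raised and 67 lowered. On high fat diet the list value was -0.07 (145 genes; camera adjusted p 0.0625), with 34 genes raised and 43 lowered, and on cholic acid it was 0.06 (139 genes; camera adjusted p 0.107), with 30 raised and 25 lowered. With TCPOBOP it was -0.06 (148 genes; camera adjusted p 0.971), with 0 genes changed. Adjustment over the list alone gave 122 changed genes in the knockout, 83 after hepatectomy, 88 on high fat diet, 84 on cholic acid and 0 with TCPOBOP, against 117, 78, 77, 55 and 0 over all genes. Under an estimated inter-gene correlation the camera adjusted p was 0.0167 in the knockout and 0.119 after hepatectomy, where the list no longer passed. The replicate number as a block made the list pass on high fat diet and on cholic acid, and its value changed sign with TCPOBOP.

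**Figure D3:**
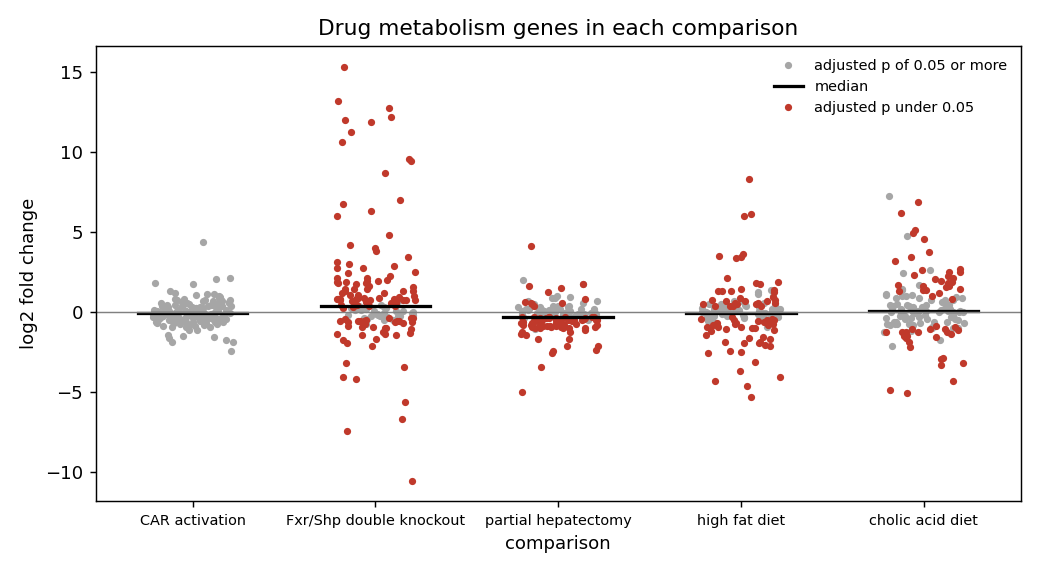
Log2 fold change (vertical axis) of each listed drug metabolism gene in the 5 comparisons (horizontal axis); red points have an adjusted p under 0.05 and black lines mark the medians. In the knockout 77 genes were raised and 40 lowered; the highest points are sulfotransferase genes with counts at or near 0 in wild type, whose fold changes are model estimates.

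In the double knockout the targeted genes were examined first. Nr0b2 (ENSMUSG00000037583.2) had 280, 446 and 226 counts in the wild-type libraries and 13, 25 and 39 counts in the knockout libraries (log2 fold change -4.03 ± 0.39 SE, edgeR adjusted p 0.000107). Nr1h4 (ENSMUSG00000047638.15) had 2846, 2546 and 1941 counts in wild type and 1421, 1198 and 1356 counts in the knockout (log2 fold change -1.27 ± 0.13 SE, edgeR adjusted p 0.000149). Both were lower in 3 of 3 knockout libraries than in every wild-type library. Among panel genes, Abcb11 fell by 2.23, Nr1i3 fell by 1.04, Cyp7a1 rose by 1.02, Ccnd1 by 3.28 and Mki67 by 1.91 on the log2 scale, all with an edgeR adjusted p under the threshold. The cell cycle list rose by 0.97 (64 genes; camera adjusted p 0.00474), which did not pass with an estimated inter-gene correlation (adjusted p 0.119). The largest rises were in sulfotransferase genes. Sult2a2 had 0 counts in every wild-type library and 265 ± 29.4 CPM (SD, n = 3) in the knockout, at least 1492-fold higher than the floor of 3 counts. Sult2a3 likewise had 0 counts in wild type and was at least 337-fold higher, and Sult2a1 rose from 0.173 ± 0.0962 to 1252 ± 176 CPM (SD, n = 3). The largest falls were in major urinary protein genes, with log2 fold changes of -11.90 for Mup7, -10.91 for Mup1 and -10.64 for Mup11. Members of both families share near-identical sequence, so single members are uncertain.

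The hepatectomy comparison asks what changes in a regenerating liver. Its only control was sham livers at 0 h, so an effect of hepatectomy cannot be told apart from one of time after surgery. After partial hepatectomy the cell cycle list rose by 4.60 (79 genes, camera adjusted p 3.49e-176), with 78 genes raised and 0 lowered. The 1 remaining gene did not pass. Mki67 rose by a log2 of 5.56. Ccnd1 rose by 1.29, but hepatectomy replicate 3 (95.1 CPM) lay below sham replicates 2 and 3 (99.2 and 97.4 CPM), and the call was lost in 5 of 6 fits that each left out one replicate. The largest rises were in Ttk (17.8 ± 2.66 against 0.0507 ± 0.0618 CPM, SD, n = 3), Esco2 (45.03 ± 6.00 against 0.266 ± 0.179 CPM) and Aunip (11.3 ± 2.97 against 0.0758 ± 0.0758 CPM). The largest falls were in Rgs16 (log2 fold change -6.37), Ppp1r3g (-6.30) and Cyp2c40 (-5.02). Cyp8b1 fell by 1.59 on the log2 scale, Nr0b2 rose by 1.99, and Slc10a1 went from 991 ± 53.7 to 430 ± 41.8 CPM (SD, n = 3; edgeR adjusted p 8.86e-05). Nr1i2, Nr1i3 and Nr1h4 fell by 0.73, 0.71 and 0.54 on the log2 scale, and Slc51b rose by 1.55 (edgeR adjusted p 0.00363, 0.0087, 0.0472 and 0.0227).

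High fat diet was compared in isolated hepatocytes. The largest rises were in Cyp2b9 (174 ± 37.9 against 0.539 ± 0.509 CPM, SD, n = 2), Ntrk2 (16.8 ± 11.6 against 0.0998 ± 0.0150 CPM) and Cyp2a22 (34.7 ± 5.75 against 0.481 ± 0.301 CPM). The largest falls were in Moxd1 (0.0885 ± 0.00801 against 142 ± 51.6 CPM), Mup15 (log2 fold change -7.32) and Mup17 (-6.40). Among panel genes, Ccnd1 rose by 1.22 and Mki67 by 1.63 on the log2 scale (edgeR adjusted p 0.00209 and 0.0401). The cell cycle list rose by 1.00 (70 genes; camera adjusted p 5.67e-05), which did not pass with an estimated correlation (adjusted p 0.46).

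The cholic acid comparison asks how the liver responds to a bile acid in the diet. Cyp8b1 (849 ± 295 to 1.77 ± 0.27 CPM, SD, n = 3) and Cyp7a1 (326 ± 334 to 0.947 ± 0.27 CPM), enzymes of bile acid synthesis, had log2 fold changes of -8.90 and -8.42 (edgeR adjusted p 6.25e-05 and 0.00316). Nr0b2 rose by 1.96, Abcb11 by 1.01 and Ccnd1 by 2.27, and Nr1h4 fell by 1.01 on the log2 scale. Slc51b rose by 5.01 and Nr1i2 by 0.68 (edgeR adjusted p 0.0202 and 0.0443). These calls were lost in 4 and 5 of 6 fits that each left out 1 replicate. The same held for Abcb11 in 5 of 6. Over these fits the value of Slc51b ranged from 4.43 to 9.62. The highest was without flox chow 3, the only chow library with counts of this gene (7). Other large changes were in Akr1b7 (log2 fold change 6.86), Cux2 (5.68), whose libraries ranged from 5.46 to 50.6 CPM on cholic acid, and the pseudogene Serpina4-ps1 (-6.94). The cell cycle list rose by 1.59 (76 genes; camera adjusted p 5.9e-20), which did not pass with an estimated inter-gene correlation (adjusted p 0.195). Same-numbered libraries correlated at 0.130 in their deviations, on average over the 3 pairs. With the replicate number as a block, 480 genes were called (228 raised, 252 lowered), 404 of them also without it. Under the block the cell cycle list rose by 1.65 and the drug metabolism list by 0.04 (camera adjusted p 0.0449). Abcb11, Abcc4, Ugt1a1, Nr1i2 and Cux2 kept their direction there without passing the threshold.

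The knockout and cholic acid effects were compared directly. Of 12313 genes tested in both, 114 were raised in both, 144 were lowered in both and 84 moved in opposite directions (odds ratio 3.16 for shared rises, Fisher's exact p 7.89e-18 after Benjamini-Hochberg adjustment over 6 pairs of comparisons, across genes that are not independent replicates). The knockout shared 813 raised genes with high fat diet (odds ratio 5.28) and 583 with hepatectomy (odds ratio 1.76). Hepatectomy and cholic acid shared 108 raised genes (odds ratio 3.41) and 134 lowered genes (odds ratio 4.50, against 3.58 for the knockout and cholic acid), so the overlap was not particular to the knockout and cholic acid pair. A test of the difference between the knockout and cholic acid effects called 1939 of 13935 genes, 1000 with a higher and 939 with a lower value in the knockout. Among panel genes, the difference in log2 fold change was 9.45 for Cyp7a1, 9.20 for Cyp8b1, 2.91 for Abcc4, -2.04 for Gstm3, -1.01 for Cyp3a11, -3.24 for Abcb11 and -5.98 for Nr0b2, with edgeR adjusted p values of 4.81e-05, 2.18e-08, 0.00334, 0.0153, 0.0492, 9.89e-05 and 2.67e-05. Nr1i2 (-1.01, edgeR adjusted p 0.00997) and Slc51b (-9.73 ± 2.01 SE, edgeR adjusted p 0.00965) also passed. The value of Slc51b is a model estimate, since the gene was too low to be tested in the knockout comparison and had 0, 0 and 7 counts on flox chow. For Cyp2b10 and Cyp2c55 the differences of 0.22 ± 1.26 SE and -0.76 ± 0.62 SE did not pass (edgeR adjusted p 0.937 and 0.459). The drug metabolism list differed by 0.25 between the effects (153 genes; camera p 0.488, a single test), which was not significant. Pseudogenes were taken only as genes whose symbols end in -ps, with or without a number, so pseudogenes under other symbols were left out. These genes held 3936 ± 85.4 CPM in wild type and 3608 ± 118 CPM in the knockout (SD, n = 3), against 415 to 866 CPM in the 20 libraries outside this experiment. Each of the 2 experiments lies wholly on one side of this split, so the difference could not be recomputed within a batch, and the batch and the experiment cannot be told apart.

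**Figure D4:**
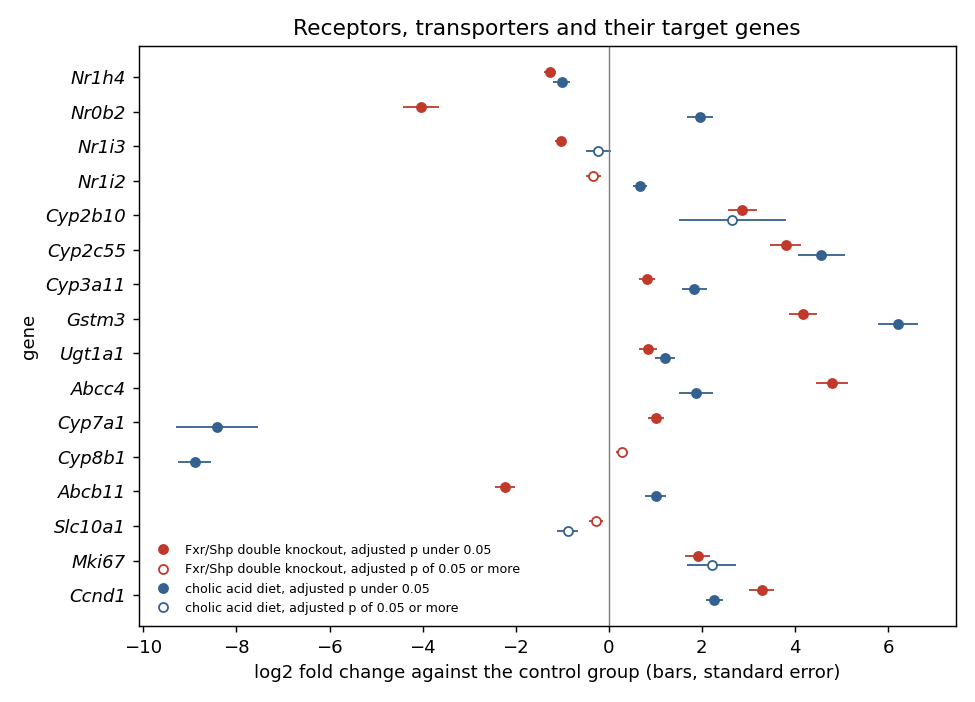
Log2 fold change (horizontal axis; bars, standard error) of panel genes (vertical axis) in the double knockout (red) and on cholic acid (blue); filled points have an adjusted p under 0.05. Nr0b2 and Abcb11 lie on opposite sides of 0 in the 2 comparisons (-4.03 and 1.96; -2.23 and 1.01), whereas Gstm3 and Cyp2c55 are raised in both.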

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

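All tests in this part were chosen only after the result was seen. The count table has a summary line for reads that fall in more than 1 gene and were counted for none, which no comparison of genes uses. Its share of all reads was higher in every treated library than in every control library of 4 comparisons. It was 1.91% ± 0.070 in the knockout against 1.09% ± 0.064 in wild type (SD, n = 3), and 3.54% ± 0.179 after hepatectomy against 2.84% ± 0.055 in sham (SD, n = 3). It was 2.08% ± 0.068 in high fat hepatocytes against 1.95% ± 0.093 in chow hepatocytes (SD, n = 2), and 2.57% ± 0.238 on cholic acid against 2.02% ± 0.316 on chow (SD, n = 3). The smallest two-sided p that an exact permutation test can give is 0.1 with 3 libraries per group and 0.333 with 2, so none of these differences could pass 0.05. The exact 95% intervals of single libraries were at most 0.00656 percentage points to either side, so counting error does not account for the differences.

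A first candidate explanation is a different share of reads aligned to several places, since those reads enter the total. As a share of uniquely aligned reads, the lowest treated library still exceeded the highest control by 0.454 percentage points in the knockout and by 0.566 points after hepatectomy. The groups no longer separated on high fat diet (-0.153 points) or on cholic acid (-0.21 points), so there the share of such reads remains a candidate explanation.

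A further candidate explanation is higher expression of genes that overlap another gene on the same strand, 2993 of 47224 genes in the annotation used here. The share of gene counts in them, treated minus control, was 0.311 percentage points after hepatectomy, where every treated library was above every control. It was -0.421 points in the knockout, -0.699 points on high fat diet and -0.415 points on cholic acid. On high fat diet every treated library was below every control, which goes against this explanation there. The ranges overlapped in the knockout (7.62% to 8.30% against 8.16% to 8.81%) and on cholic acid (7.89% to 8.57% against 7.99% to 9.13%). No rise was seen in either, but the differences lay within the spread of the libraries. Library depth was a candidate explanation too. The ratio of treated to control depth, in gene counts, was 0.987 after hepatectomy, with overlapping ranges. It was 1.14 in the knockout, where the ranges overlapped only between knockout 2 (19655218 gene counts) and wild type 1 (19725936). Their shares of reads in more than 1 gene were 1.97% and 1.12%. That goes against depth but rests on this pair alone, so depth was not excluded in the knockout. On high fat diet (1.12) and on cholic acid (1.24) every treated library was deeper in gene counts. On cholic acid this also held in all reads, so depth cannot be told apart from the group there. Chow hepatocytes 2 had more reads in all (96325164) than either high fat library (95695319 and 95538688), with a lower share (1.88%). That goes against depth on high fat diet but rests on this library alone, so depth was not excluded. In the knockout experiment, all reads ranged from 29468676 to 33332502 in the knockout and from 32331779 to 38043639 in wild type. After hepatectomy the pattern may follow from which genes were expressed. In the knockout the share of reads aligned to several places did not account for the whole pattern, since the groups still separated without those reads. The means were then 2.60% in the knockout and 1.94% in wild type, so those reads may account for a part. No rise in overlapping genes was seen in the knockout, and depth was not excluded. The annotation and strand setting of the counting are not stated and the wild-type libraries differ in other shares, so a biological reading was not reached.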

How the results depend on the processing

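Alternatives for the count of genes raised in both the knockout and on cholic acid, and for the list test on the difference between these effects, were chosen after seeing the data; the others were fixed earlier. The cause was not tested for any change given here.

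The knockout count ranged from 3969 to 6024 genes across the 6 fits that each left out one replicate, and the difference between the knockout and cholic acid effects from 1325 to 2350 genes across 12 such fits. The drug metabolism list in the knockout kept its direction and its side of the threshold under the alternatives given in this part, with values from 0.29 to 0.42. The cell cycle list after hepatectomy did so too, from 4.53 to 4.82. An offset for transcript length, which is not among them and was not tested for these lists, gave 0.43 and 4.59. DESeq2's size factors, a mean count of at least 10 and thinning to the smallest library moved no count of changed genes by more than 1.5 times.

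Without a filter on low counts, cholic acid changed 955 genes (585 of them also called with the filter), the drug metabolism list on cholic acid rose by 0.0669 (camera adjusted p 0.0491), and 225 genes were raised in both. DESeq2's Wald test called 109 genes in the TCPOBOP comparison (63 raised, 46 lowered) and 1445 on cholic acid (599 of them also called by edgeR). The TCPOBOP sets also required an absolute log2 fold change of at least 1. This left 48 or 49 raised and 36 or 37 lowered genes that were tested in each other comparison. Of these TCPOBOP-raised genes, 14 were raised and 14 lowered in the knockout, 13 and 14 after hepatectomy, 5 and 21 on high fat diet, and 6 and 13 on cholic acid. Of these TCPOBOP-lowered genes, 18 were raised and 12 lowered in the knockout, 7 and 13 after hepatectomy, 13 and 6 on high fat diet, and 3 and 13 on cholic acid. Under DESeq2's Wald test the cell cycle list with TCPOBOP was 0.0762 (not past the threshold), the drug metabolism list on high fat diet -0.0734 (past it), and 267 genes were raised in both.

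With all 26 libraries in a single fit, TCPOBOP changed 9 genes, high fat diet 1735 (1187 raised, 548 lowered, against 1789 and 1544; 1557 called in both fits) and cholic acid 3132 (1397 raised, 1735 lowered; 592 called in both fits). The difference between effects had 2991 genes, and 387 genes were raised in both. The TCPOBOP-raised genes with an absolute log2 fold change of at least 1 shared 3 with hepatectomy and 1 with cholic acid. With an absolute log2 fold change of at least 1, the counts were 2078 in the knockout (1490 raised, 588 lowered), 1389 after hepatectomy (995 and 394) and 1421 on high fat diet (1076 and 345).

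With the replicate number as a block, the drug metabolism list reversed with TCPOBOP (0.0194) and passed the threshold on high fat diet (-0.0739) and on cholic acid (0.0367). Same-numbered libraries correlated at -0.0778 in the knockout, -0.00149 after hepatectomy and 0.0940 on high fat diet, where the block gave 4763, 3664 and 3693 genes. It gave 1536 genes for the difference and 105 raised in both.

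In edgeR's fit of the TCPOBOP experiment alone, the sets of genes raised or lowered by TCPOBOP were empty, with or without a fold change limit. Tests of these sets therefore have no main value. The 100 genes with the smallest p that were higher with TCPOBOP included 26 raised and 30 lowered in the knockout, 20 and 19 after hepatectomy, 7 and 35 on high fat diet, and 4 and 7 on cholic acid. The 100 that were lower with TCPOBOP included 41 raised and 23 lowered in the knockout, 9 and 26 after hepatectomy, 34 and 12 on high fat diet, and 4 and 12 on cholic acid.

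With an estimated inter-gene correlation, these list values no longer passed: cell cycle 0.0804 with TCPOBOP, 0.97 in the knockout, 1.00 on high fat diet and 1.59 on cholic acid, and drug metabolism -0.33 after hepatectomy. With fry, the cell cycle values of 0.0804 with TCPOBOP and 1.00 on high fat diet no longer passed.

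Across the fits that each left out one replicate, cholic acid changed from 189 to 1345 genes, hepatectomy from 2554 to 4217, and from 30 to 295 genes were raised in both. The drug metabolism list ranged from -0.12 to 0.33 with TCPOBOP, from -0.11 to -0.0030 on high fat diet and from -0.0225 to 0.20 on cholic acid. The cell cycle list ranged from -0.71 to 2.70 with TCPOBOP and from 0.78 to 1.24 on high fat diet. Cyp2b10 in the TCPOBOP comparison ranged from -0.21 to 8.31. Fits that leave 1 library in a group have no test.

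For 64 named genes, 384 values (4 alternatives and the lowest and highest leave-one-out fit) gave 340 with the same direction and call, 27 weaker, 1 reversed and 16 moved. Across all 6 leave-one-out fits of a comparison, 0 of 19 named genes lost their call in the knockout, 3 of 16 after hepatectomy and 8 of 16 on cholic acid, and none of these changed direction. After hepatectomy, Ccnd1 and Nr1h4 lost it in 5 of 6 fits and Slc51b in 3. On cholic acid, Serpina4-ps1, Abcb11 and Nr1i2 lost it in 5 of 6 fits, Cux2, Abcc4, Slc51b and Ugt1a1 in 4, and Nr1h4 in 3. For 10 counts of listed genes, 50 values gave 41 within 1.5 times, 4 lower and 5 higher. Depth limits low genes: 3 counts were up to 0.215 CPM.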

Other observations

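Every test in this part was chosen only after the result was seen, except the sex, depth and other-cell tests of the 5 comparisons and the splits for genes changed and for the drug metabolism and cell cycle lists within a comparison and for genes changed in the difference between effects.

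Splits of the same 6 samples that part all 3 same-numbered pairs number 4, so no share under 0.05 can be reached. In the knockout, 1 of 4 splits gave a result as large for genes changed, the drug metabolism list and the cell cycle list, and the same held for all 3 results after hepatectomy. On cholic acid it was 1 of 4 for genes changed and for the cell cycle list and 3 of 4 for the drug metabolism list, where another split reached 0.22. For the difference between the knockout and cholic acid effects, 1 of 16 splits gave as many genes (the next largest gave 795), 4 of 16 gave as large a value of the drug metabolism list, and 1 of 16 gave as many genes raised in both. The 6 other splits, which do not part all 3 pairs, gave at most 0 genes in the knockout, 0 after hepatectomy and 3 on cholic acid. For the drug metabolism list on cholic acid, 4 of these 6 gave a value as large as the real one, up to 0.31. None did so for the other list results of these 3 comparisons.

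A difference in sex between groups is not borne out. Xist had at most 4, 1, 3, 8 and 1 counts in the TCPOBOP, knockout, hepatectomy, high fat and cholic acid comparisons, where Ddx3y had at least 1015, 779, 2158, 5444 and 830. After thinning all libraries to the smallest, 0, 5296, 4195, 3301 and 591 genes were changed (751 genes with TCPOBOP had an unadjusted p under 0.05 before thinning), so depth does not account for the 4 nonzero counts. The Spearman rho across genes of the log2 fold change with GC content was -0.0324, 0.0524, -0.0449, 0.0308 and 0.0992. With transcript length it was 0.0825, 0.0386, 0.0444, -0.0551 and 0.36. Gene length bias is therefore a candidate explanation on cholic acid only, past a limit of 0.3. After an offset for the length trend, 543 genes were changed there, 463 of them also without it, and the drug metabolism list value was 0.19, so length does not fully explain the changes. Deviations correlated with length at 0.045, -0.215 and -0.371 in the libraries labelled flox chow 1, 2 and 3. In cholic acid 1, 2 and 3 they did so at 0.323, 0.041 and 0.365. Genes are not independent replicates in these correlations.

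Markers of other liver cells were higher in 3 comparisons, with values of 0.85 in the knockout (camera adjusted p 0.00327), 1.19 in high fat hepatocytes (camera adjusted p 1.8e-11) and 0.56 on cholic acid (camera adjusted p 0.00467). A different share of other cells may therefore contribute to the genes changed there. After hepatectomy the camera adjusted p was 0.728, and with TCPOBOP 0.0735. For this list 1 of 4 splits was as large in the knockout, 4 of 4 after hepatectomy and 1 of 4 on cholic acid.

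CAR target transcripts were high in the library labelled corn oil 1. Contamination of a corn oil library by a minor part of treated material could give only a part of the treated level. The ratio to the TCPOBOP mean was 1.16 for Cyp2b10, 1.12 for Cyp2c55, 1.04 for Ugt1a1, 0.95 for Cyp3a11, 1.62 for Abcc4 and 4.26 for Gstm3, whose TCPOBOP libraries themselves stood at 2230 and 1077 CPM. This goes against a minor admixture, but not against a library made up mostly of treated material. An exchange of labels would leave a TCPOBOP library low, yet the lowest TCPOBOP library was 299 times the library labelled corn oil 2. A treated animal under a control label could give this pattern: the mean absolute log2 difference of the library labelled corn oil 1 from corn oil 2 was 1.39 times that from the TCPOBOP libraries, with 1332 genes over 2-fold apart from corn oil 2 and 786 and 792 from the TCPOBOP libraries. The TCPOBOP libraries were closer to each other, with 435 genes over 2-fold apart. Their mean absolute log2 difference was 0.266, against 0.338 and 0.355 between corn oil 1 and each of them. A treated animal under a control label cannot be told apart from other explanations with 2 libraries. Saa1 stood at 103 and 109 CPM in the corn oil libraries against 3101 and 5631 CPM with TCPOBOP, so not every transcript followed the CAR targets. A different time of day at collection remains a candidate explanation as well. The clock genes of the corn oil libraries differed by a median absolute log2 of 1.89, against 0.29 for all genes and 0.98 in the library with the next largest value (PHx 3). Their percentile among matched random lists was 100, which is saturated and cannot rank libraries.

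In the library labelled PHx 3, the clock genes were at percentile 100 of matched random lists, as in PHx 1, and PHx 2 was at 99.99. PHx 3 had Dbp at 4.86 CPM (here and for Saa1, without TMM scaling) against 93.7 and 76.7 CPM. The clock genes of the library labelled flox chow 3 were at percentile 98.1, below flox chow 1 (99.88). It had Saa1 at 4550 CPM against 60.7 and 56.8 CPM in the other flox chow libraries, and its markers of other cells were at percentile 99.99, against 100 in both of those libraries. A percentile over 95 was common, in 18 of 26 libraries for clock genes and in 22 of 26 for the markers of other cells, so these percentiles cannot show whether time of day or a share of other cells set a library apart. Without the library labelled flox chow 3 the cholic acid comparison had 1345 genes.

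Reads aligned to several places made up 43.6% ± 0.481 (SD, n = 3) of reads in wild type, against 16.6% to 26.9% in the 23 other libraries. Within comparisons, the group with more counts in major urinary protein genes had the larger share in 5 of 5 cases. Across experiments the order did not hold: chow hepatocytes had 30880 CPM in these genes and a share of 24.2%, against 29628 CPM in wild type. These counts hold no reads aligned to several places, so they do not measure reads shared between the genes, and that explanation cannot be told apart from others. The mean of 26.4% in the knockout goes against a batch that raised both groups equally. The 3 knockout libraries (25.5% to 26.9%) were still above each of the 20 libraries outside the experiment (at most 25.1%), so a batch is not excluded as a part of the excess. For counts of pseudogenes with symbols ending in -ps, a batch is a candidate explanation: the lowest of the 6 libraries of that experiment was 4.01 times the highest of the other 20. No biological explanation was tested for either.

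In the knockout, Rps3a1 fell by 7.62 and Rps3a3 rose by 7.15 on the log2 scale, while the sum of the copies changed by -0.20, within a limit of 0.25. Rps3a1 held 0.577% of the counts of the copies in the knockout, 40.4% in sham and 41.6% after hepatectomy (C3H/HeN mice), and at least 97.2% in the 17 other libraries of C57BL/6J mice. A strain variant that moves reads between near-identical copies is a candidate explanation, which would mean that part of the knockout genome is not of C57BL/6J origin. Passenger genes beside the targeted genes were not detectably enriched: 47 of 100 neighbours (47%) were changed against 40.4% of other genes (one-sided exact Fisher p 0.107).

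A shift towards the female pattern of liver expression was tested with lists of female- and male-predominant genes. In the knockout the lists moved by 2.89 and -2.95 (camera adjusted p 2.9e-15 and 1.4e-29), with 17 of 17 genes raised and 19 of 20 lowered. On high fat diet they moved by 2.65 and -1.87 (camera adjusted p 7.9e-10 and 6.3e-38). There 7 of 11 female-predominant genes were raised and 1 lowered (Cyp2c69), and 15 of 20 male-predominant genes were lowered and 1 raised (Obp2a). On cholic acid the lists moved by 0.64 and -2.18 (camera adjusted p 0.0400 and 6.2e-23), with 1 of 9 genes raised and 12 of 20 lowered. With TCPOBOP the values were 0.55 and -0.59 (camera adjusted p 4.2e-07 and 7.1e-07), where the difference between the corn oil libraries prevents a reading. After hepatectomy they were -1.39 and -0.28 (camera adjusted p 0.00164 and 0.136), so the female list moved the opposite way. With an estimated inter-gene correlation the adjusted p was 0.0167 for both lists in the knockout, 0.0448 and 0.0319 on high fat diet and 0.352 and 0.0417 on cholic acid. It was 0.138 and 0.199 after hepatectomy, where the female list then no longer passed, and 0.0528 and 0.0897 with TCPOBOP, where neither list passed. For the female and male lists, 1 of 4 splits was as large in the knockout and after hepatectomy, and 2 of 4 and 1 of 4 on cholic acid. The knockout and high fat data are consistent with such a shift in male mice, as a hypothesis. In the knockout the next largest splits reached 1.01 and 0.84, against 2.89 and 2.95 for the real one, though with 4 splits the share could not fall under 0.05 whatever the data. No splits were run for high fat diet.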
